# Leptomeningeal metastatic cells adopt two phenotypic states

**DOI:** 10.1002/cnr2.1236

**Published:** 2020-01-29

**Authors:** Jan Remsik, Yudan Chi, Xinran Tong, Ugur Sener, Camille Derderian, Abigail Park, Fadi Saadeh, Tejus Bale, Adrienne Boire

**Keywords:** cancer plasticity, cerebrospinal fluid, electron transport chain, leptomeningeal metastasis, metabolic adaptation

## Abstract

**Background:**

Leptomeningeal metastasis (LM), or spread of cancer cells into the cerebrospinal fluid (CSF), is characterized by a rapid onset of debilitating neurological symptoms and markedly bleak prognosis. The lack of reproducible in vitro and in vivo models has prevented the development of novel, LM‐specific therapies. Although LM allows for longitudinal sampling of floating cancer cells with a spinal tap, attempts to culture patient‐derived leptomeningeal cancer cells have not been successful.

**Aim:**

We, therefore, employ leptomeningeal derivatives of human breast and lung cancer cell lines that reproduce both floating and adherent phenotypes of human LM in vivo and in vitro.

**Methods and Results:**

We introduce a trypsin/EDTA‐based fractionation method to reliably separate the two cell subsets and demonstrate that in vitro cultured floating cells have decreased proliferation rate, lower ATP content, and are enriched in distinct metabolic signatures. Long‐term fractionation and transcriptomic analysis suggest high degree plasticity between the two phenotypes in vitro. Floating cells colonize mouse leptomeninges more rapidly and associate with shortened survival. In addition, patients harboring LM diagnosed with CSF disease alone succumbed to the disease earlier than patients with adherent (MRI positive) disease.

**Conclusion:**

Together, these data support mechanistic evidence of a metabolic adaptation that allows cancer cells to thrive in their natural environment but leads to death in vitro.

**Abbreviations**
AD: adherent cell fraction
ATP: adenosine triphosphate
BLI: noninvasive bioluminescence imaging
CSF: cerebrospinal fluid
CTC: circulating tumor cells
DE genes: differentially expressed genes
EDTA: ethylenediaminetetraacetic acid
FDR: false discovery rate
FL: floating cell fraction
LM: leptomeningeal metastasis
MRI: magnetic resonance imaging
PBS: phosphate‐buffered saline

## 1 INTRODUCTION

Leptomeningeal metastasis (LM), or spread of cancer cells into the spinal fluid, is a fatal neurological complication of cancer characterized by unusually poor prognosis. Occurring in approximately 5% to 8% of patients with solid tumors and 5% to 15% of those with hematological malignancies, the prevalence of LM is increasing.^1^ Cancer cells may access the space through a variety of means, including passage through Bateson plexus via the venous circulation or choroid plexus via arterial circulation, direct invasion of spinal and cranial nerves, or spread from brain parenchyma through direct penetration of the glia limitans.^2^, ^3^, ^4^, ^5^ Once within this space, disseminated cancer cells can either attach to the meninges, as evidenced by linear or nodular enhancement on magnetic resonance imaging (MRI), or float freely within the cerebrospinal fluid (CSF), as seen on cytological examination and demonstrated by the presence of circulating tumor cells (CTCs) in spinal tap (Figure 1).^6^ Contemporary analyses of LM are limited to floating cancer cells since cancer cells adherent to meninges are retrieved only in rare autopsies. The extent to which floating cancer cells collected from the spinal fluid accurately represent the entire LM population (both floating and adherent) remains an open question. Paradoxically, although LM allows for feasible and longitudinal sampling by a spinal tap, a unique feature of this site of metastasis, attempts to culture patient‐derived leptomeningeal cancer cells have not met much success, suggesting that the floating cells may be adapted to this space.

**FIGURE 1:**
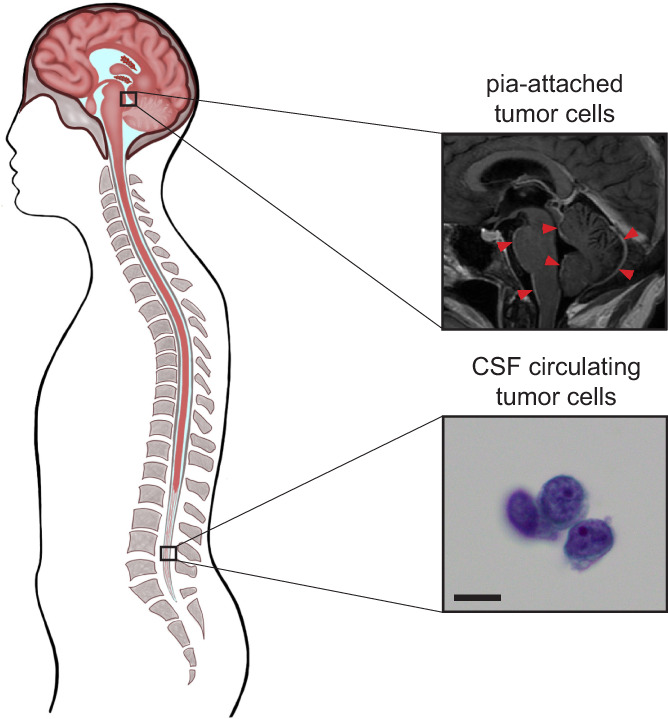
The two distinct cancer cell phenotypes of human leptomeningeal metastastasis. A, Human leptomeningeal metastasis from solid cancer primary. White plaques of leptomeningeal metastasis (LM) around pons, brainstem, and cerebellum (red arrows), as visualized by gadolinium‐enhanced magnetic resonance imaging (MRI), and Giemsa‐stained cytospin of cerebrospinal fluid (CSF) showing the cluster of cancer cells (bottom, scale bar = 5 μm)

In order to reproducibly study the dynamics of these adherent and floating LM subpopulations, we have employed leptomeningeal derivatives^7^ of human breast and lung cancer cell lines that reproduce both phenotypes of human LM in vivo and in vitro. To reliably separate the two cell subsets, we introduce a trypsin/EDTA‐based fractionation method. In vitro, we find that floating cells display a decreased proliferation rate, lower ATP content, and are enriched in distinct metabolic signatures when compared with their adherent counterparts. Long‐term fractionation and transcriptomic analysis suggest high degree plasticity between the two phenotypes in vitro. Floating cells colonize mouse leptomeninges more rapidly and associate with shortened survival. Remarkably, this finding is mirrored in a retrospective patient dataset: Patients with exclusively cytology (+) disease and MRI (−) disease succumbed more rapidly to LM than their counterparts with cytology (−), MRI (+), or cytology (+), MRI (+) disease. Together, these results support a model whereby cancer cells in LM exist in a plastic equilibrium between adherent and floating states; the floating phenotype represents the lethal variant of these cells.

## 2 MATERIALS AND METHODS

### 2.1 Human studies

CSF in excess of that required for clinical decision making was collected from patients undergoing lumbar puncture. Air‐dried cytospin CSF preparations were fixed in 4% PFA 5 minutes at room temperature, rinsed in PBS, and stained with Giemsa. Clinical data were obtained under MSKCC Institutional Review Board‐approved protocol 13‐039 “Gene expression patterns in Leptomeningeal Metastasis.” Clinical information, including tumor tissue diagnosis, coulter counter CSF counts, time to LM diagnosis, etc, was abstracted from the medical record and de‐identified. The presence of leptomeningeal disease in gadolinium‐enhanced MRI brain was evaluated based on hyperintense signal in the leptomeningeal space present on T1 postcontrast sequences and absent on T1 precontrast and susceptibility‐weighted sequences. Patients with incomplete pathological annotation (date and result of primary diagnosis, cytology/CTC count and brain and spine MRI, and date of death) and patients with intracranial metastases other than LM were excluded from further analyses. All patients provided informed consent.

### 2.2 Animal studies

Cell fractions of MDA‐MB‐231 (MDA‐231) LeptoM and PC9 LeptoM cells were prepared as described above. “Mixed” population of floating and adherent cells (mixed in 1:1 ratio prior to injection) was used as a control. The growth rate of unfractionated cells was characterized previously.^7^ All animal experiments were performed in accordance with protocol #18‐001‐02 approved by the MSKCC Institutional Animal Care and Use Committee. Athymic nude mice (Envigo) were housed in maximum barrier facility, with individually ventilated cages, up to five animals per cage with sterilized food and water and in 12 to 12‐hour light‐dark cycle. Mice were used at 5 to 8 weeks of age. MDA‐231 LeptoM cells were hosted in female mice and PC9 LeptoM cells in both female and male mice, in approximately 1:1 ratio. Cells were introduced intracisternally, using the procedure described previously.^7^ Briefly, deeply anesthetized mice were positioned prone over a 15‐mL conical tube to place cervical spine in flexion. The occiput was palpated, and a Hamilton syringe fitted with a 31G beveled (cutting) needle was introduced between the occiput and C1 at an angle. The needle was advanced 4 mm before introducing 10 uL of sterile PBS solution containing 2000 cells. The procedure was tolerated well with a success rate > 95%. The growth of cancer cells was monitored weekly, using bioluminescence imaging. D‐luciferin solution in PBS was delivered retro‐orbitally (potassium salt, GoldBio). Quantification of tumor burden by BLI was performed using an IVIS Spectrum‐CT (Caliper Life Sciences) and analyzed using Living Image software (v. 4.3.1, Perkin Elmer). Morbidity was monitored daily, and the development of neurological symptoms was used as a clinical end point in the survival studies.

### 2.3 Cell culture and cell fractionation

Parental and leptomeningeal (LeptoM) derivatives of PC9, MDA‐231, and HCC1954 cell lines were generated and characterized previously.^7^, ^8^, ^9^ Cells were routinely tested for mycoplasma contamination and assessed morphologically. Cell lines were derived in and obtained from the laboratory of Dr Joan Massague (MSKCC). PC9 is a model of EGFR^mut^/TP53^mut^ human lung cancer. MDA‐231 is a model of human triple‐negative (ER^−^PR^−^HER2^−^) breast cancer. HCC1954 is a model of human HER2/ERBB2‐driven (ER^−^PR^−^HER2^Amp^) breast cancer.

To feasibly purify and quantify fractions of cells that morphologically resemble floating or adherent phenotypes, we introduced an in vitro fractionation protocol using trypsin/EDTA. Similar strategies were reported and successfully reproduced previously.^10^ Briefly, 1.5 × 10^6^ cells were seeded into 100‐mm plate in 10‐mL complete culture medium. After 2 days, the plate was gently washed with sterile PBS and carefully incubated with trypsin/EDTA solution for either 3 minutes (for PC9 and HCC1954 cell lines) or 30 seconds at 37°C (MDA‐231 cell line). The trypsinated fraction was collected and assigned as “floating” (FL). The plate was again gently washed with PBS and incubated with trypsin/EDTA solution for another 5 to 7 minutes (for PC9 and HCC1954 cell lines) or 2 to 3 minutes (MDA‐231 cell line), and the resulting cell fraction was designated as “adherent” (AD). This procedure was successfully replicated by four investigators independently (J.R., X.T., C.D., and A.P.). In each experiment, the number of viable and dead cells was quantified using acridine orange/propidium iodide staining (Nexcelom ViaStain, #CS2‐0106). A fraction of floating cells was calculated as the total number of viable floating cells divided by the sum of viable floating and viable adherent cells, multiplied by 100, using the formula below:

$$\%\mathrm{FL}=\frac{\text{total}\;\mathrm{FL}}{\text{total}\;\left(\mathrm{FL}+\mathrm{AD}\right)}\;x\;100.$$

### 2.4 Proliferation and cytotoxicity assays

Unfractionated and fractionated cells were seeded into 96‐well plate, 1000 cells per well. Proliferation rate was measured on day 0, immediately after seeding (day 0 values served as normalization factor) and on days 4 and 9 after seeding for adherent (Corning, #3160) and nonadherent conditions (Corning, #3474), respectively, using CellTiter‐Glo Luminescent Cell Viability Assay as recommended (Promega, #G7572), and analyzed on GloMax (Promega). ATP per cell content was derived from day 0 measurements, employing ATP standard curve. ADDA‐5 HCl (Complex IV inhibitor) was acquired from Sigma‐Millipore (SML1940), reconstituted in DMSO and stored as recommended. Corresponding amount of DMSO was used as vehicle in all inhibitor studies. The testing range of all drugs was estimated based on two independent pilot experiments, followed by at least two independent experiments with optimized range. Half maximal inhibitory concentration values (IC_50_) were calculated in Prism (v7, GraphPad) using four‐parameter logistic regression.

### 2.5 Immunohistochemistry

Dissected brains were fixed in 10% neutral buffered formalin overnight and mounted into paraffin blocks; 5‐μm sections were stained using routine histology techniques. Antibodies used for immunostaining were chicken anti‐GFP (Aves, #1020), anti‐MTND5 (Abcam, #ab92624), anti‐MTCO1 (Abcam, #ab14705), and anti‐MTCO2 (Abcam, #ab79393). Secondary antibodies were conjugated with horseradish peroxidase, and DAB EqV Peroxidase was used as a substrate (all Vector Laboratories). Slides were scanned with MiraxScan (Zeiss), and images were analyzed using CaseViewer (v2.2, 3DHistech) and Fiji/ImageJ (v1.51j, NIH).

### 2.6 Transcriptomic analysis

RNA from fractionated PC9 LeptoM cells was extracted using RNeasy Mini Kit (Qiagen, #74136). After RiboGreen quantification and quality control by Agilent BioAnalyzer, 500 ng of total RNA underwent polyA selection and TruSeq library preparation according to instructions provided by Illumina (TruSeq Stranded mRNA LT Kit, #RS‐122‐2102), with 8 cycles of PCR. Samples were barcoded and run on a HiSeq 4000 in a 50/50 bp paired‐end run, using the HiSeq 3000/4000 SBS Kit (Illumina). An average of 49 million paired reads was generated per sample. Reads from generated FASTQ files were quality checked and mapped to the mouse reference genome (hg19) using STAR2.5.0.a. The expression count matrix of uniquely mapped reads was computed with HTseq v0.5.3. Raw counts were processed, batch effect was removed, and differentially expressed (DE) genes were analyzed with the EdgeR pipeline in RStudio (v1.0.143) with implemented R (v3.6.0) (Table S1). Normalized counts were extracted using DESeq2 package (v.1.24.0). Pathway analysis was performed with PANTHER Classification System (v14.0), using list of the DE genes with *P* < .01. Several DE genes were further validated independently by two investigators (J.R. and X.T.) using qPCR (Figure S3).

### 2.7 Messenger RNA detection

RNA was isolated as described above. To prepare cDNA, 2 μg of isolated RNA was transcribed using High‐Capacity cDNA Reverse Transcription Kit (Applied Biosystems, #4368814). Gene expression was determined using TaqMan Fast Advanced Master Mix (Applied Biosystems, #44‐449‐63) and annotated TaqMan gene expression assays (all Applied Biosystems): human MT‐ND5 (Hs02596878_g1), MT‐ATP6 (Hs02596862_g1), MT‐CO1 (Hs02596864_g1), and MT‐CO3 (Hs02596866_g1); and B2M (Hs00187842_m1) served as housekeeping genes.

### 2.8 Quantification and statistical analysis

Statistical analysis and figure plotting were performed in RStudio with implemented R (v. 3.5.1, CRAN) or Prism (v.7, GraphPad). The number of replicates for each experiment is annotated in figure legends. Reported values are averages ± standard error of the mean (SEM) or standard deviation (SD), as appropriate. Statistical analysis was performed by Student's *t* test, unless specified otherwise in corresponding figure legend. For pathway analysis of transcriptomic dataset, multiple hypothesis testing were adjusted using the Benjamini and Hochberg false discovery rate (FDR) method. Figures were assembled in Adobe InDesign CC2019.

## 3 RESULTS

### 3.1 Xenograft models reproduce floating and adherent phenotypes of human LM

Patients suspected of harboring LM are generally evaluated by gadolinium‐enhanced MRI of brain and spine and CSF sampling, followed by cytological and/or flow cytometric evaluation of cancer cells (Figure 1). These complementary diagnostic approaches confirm the presence of two distinct cancer cell phenotypes in human LM. The cancer cells freely floating in the CSF and sampled with lumbar puncture grow in an anchorage‐independent manner. In contrast, cancer cells visualized on postcontrast MRI grow in sheets adherent to the pia mater. The relationship, function, and degree of heterogeneity and plasticity of these coexisting cancer populations remain unknown. To functionally dissect these two distinct cancer cell subtypes, we took advantage of unique leptomeningeal (LeptoM) derivatives of human lung and breast cancer cell lines.^7^ When injected intracisternally, PC9 LeptoM cells fully colonize the cranial cavity of immunodeficient mice within 4 weeks (Figure 2A). Morphological evaluation of cancer cells growing in the mouse CSF confirms the presence of both adherent (74.3%) (Figure 2B,C), and rounded, nonadhered cancer cells (25.4%) growing in pseudo‐clusters (Figure 2B,D). This phenomenon was present both in vivo and also in in vitro cell culture conditions (Figure 3A‐C). To reproducibly separate these fractions, we optimized a trypsin/EDTA‐based fractionation protocol (Figure S1A,B); for details, see Section 2. All tested LeptoM models were enriched in floating cells when compared with their parental counterparts (Figure 3D‐F). Floating and adherent cells collected from all tested cell lines showed similar viability values, as determined with acridine orange‐propidium iodide image analysis (Figure S1C‐E). Moreover, the floating fraction from all models demonstrated a decreased proliferation rate, under both adherent (Figure 3G‐I) and nonadherent conditions (Figure 3J‐L). Long‐term fractionation of both cell subsets derived from PC9 cell line (Figure 4A) led to the enrichment of floating cells in floating subculture, while fraction of the adherent subculture remained stable over time (Figure 4B).

**FIGURE 2:**
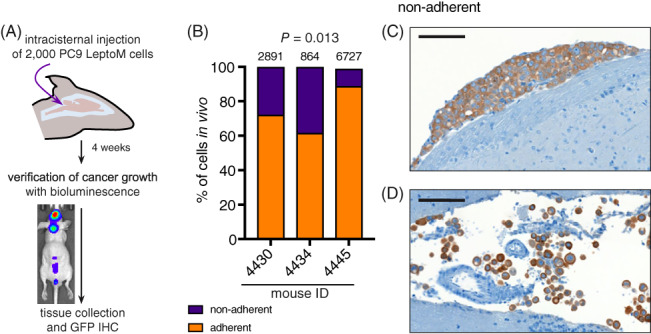
Mouse xenograft models of LM reproduce both phenotypes of human disease in vivo. A, Experimental schema. PC9 LeptoM cells expressing the TGL reporter were injected into the cisterna magna of athymic animals, and the tumor burden was monitored using noninvasive bioluminescence in vivo imaging weekly. The tissue was collected 4 weeks after injection and processed for immunohistochemistry. B, GFP‐expressing cancer cells in stained slides were counted using ImageJ and classified as “adherent” based on their tight adherence to pia mater or “nonadherent” based on their loose appearance. Portions of adherent and nonadherent cells were determined in four coronal brain sections in three animals, total number of counted cells per animal is shown above corresponding bars. C, Representative image shows adhered PC9 LeptoM cells (top) and freely floating cells and cellular clusters in vivo (bottom, scale bar = 200 μm)

**FIGURE 3:**
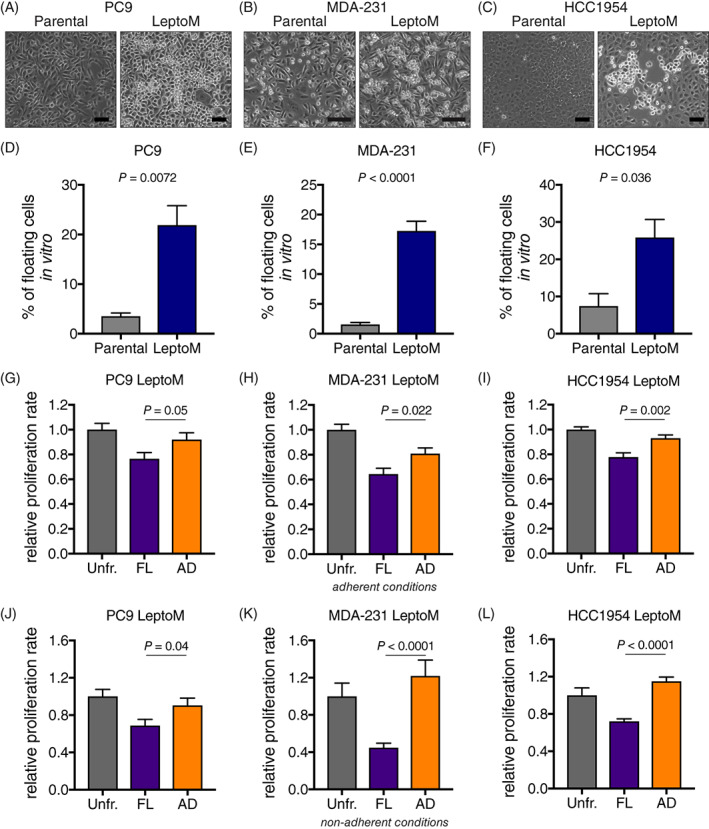
Floating leptomeningeal cancer cells have decreased proliferation *rate* in vitro. A‐C, Phase contrast images show in vitro morphology of parental and LeptoM PC9 (A), MDA‐231 (B), and HCC1954 cells (C; scale bar = 200 μm). D‐F, Plots show the portion of floating cells in cell culture of parental and LeptoM PC9 (D), MDA‐231 (E), and HCC1954 cells (F). Results are from at least three independent experiments, and data represent mean ± SEM. Please refer to Figure S1A for trypsin fractionation overview. G‐I, Plots show the relative proliferation rate of fractionated and unfractionated LeptoM PC9 (G), MDA‐231 (H), and HCC1954 cells (I), 4 days after seeding to adherent conditions (standard tissue culture plates). Results are from at least three independent experiments and data represent mean ± SEM. J‐L, Plots show the relative proliferation rate of fractionated and unfractionated LeptoM PC9 (J), MDA‐231 (K), and HCC1954 cells (L), 9 days after seeding to nonadherent conditions (ultralow attachment plates). Results are from four independent experiments and data represent mean ± SEM

**FIGURE 4:**
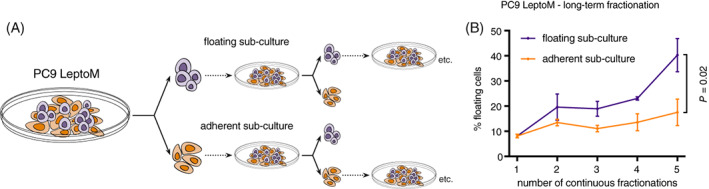
Continuous fractionation enriches for floating leptomeningeal cancer cells in vitro. A, Schema shows experimental strategy used for continuous fractionation. PC9 LeptoM cells were fractionated, and depicted fractions were seeded back to the cell culture. Subcultures were then again fractionated before reaching the confluency, and depicted fractions were seeded back to the cell culture. B, Plot shows the percentage of floating PC9 LeptoM cells in floating (violet) and adherent (orange) cell subcultures over the long‐term fractionation experiment, as described in (A). Results are from four independent experiments, and data represent mean ± SD

### 3.2 The transcriptome of floating LM cells reveals distinct metabolic adaptations

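RNA was sequenced from fractionated PC9 LeptoM cells, a leptomeningeal derivative of the human lung cancer line PC9. After 2 days in culture, cells released by 3 minutes in trypsin/EDTA were collected as the floating fraction, and cells released by a further 5 to 7 minutes as the adherent fraction. The experiment had 2 libraries per fraction, labelled replicates 1 and 2 in each, so every comparison rests on 2 libraries against 2. PolyA-selected, stranded libraries were sequenced as paired 50 bp reads. The authors aligned them with STAR to hg19, a human build that the methods call the mouse reference genome, and counted uniquely mapped reads on genes with HTseq. The deposited values are these raw counts, without normalization. Counts on genes were 40813972 and 41087160 in floating replicates 1 and 2, and 38863255 and 42841143 in adherent replicates 1 and 2. With the reads that were not assigned to a gene included, the mean was 55123362 per library. That sum counts multiply mapped alignments. The paper reports an average of 49000000 read pairs per sample. Values here use the counts on genes. The methods state that a batch effect was removed before DE genes were called with edgeR, and the paper's text does not name the batch. Replicate number was the one labelled factor that crosses the fractions, and it was taken here as a block in edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, which left 15451 genes. Fold changes are adherent over floating cells, so a negative value is higher in floating cells. Pair 1 denotes the floating and adherent libraries of replicate 1, and pair 2 those of replicate 2. The block decided most calls: 567 genes had P below 0.01 with it and 11 without it. Of these, 89 and 0 had an adjusted p below 0.05 after Benjamini-Hochberg correction. At an unadjusted p below 0.05, 200 genes were counted without the block. At P below 0.01, chance alone would give about 155 of the genes tested, so the 11 lie below chance.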

To reveal the functional differences between floating and adherent cells, we performed transcriptomic analysis of fractionated PC9 LeptoM cells. The floating and adherent in vitro cultured PC9 LeptoM cells were strikingly similar based on DE genes (n = 184; *P* < .01); (Table S1), confirming high degree of plasticity and turnover between different phenotypes in in vitro conditions as seen after long‐term fractionation. 

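At P below 0.01, edgeR's quasi-likelihood test with the replicate block called 267 genes higher in floating cells and 300 higher in adherent cells, where chance alone would give about 155 of the genes tested. The copy of Table S1 used here holds 86 genes, against the 184 DE genes of the paper's text. Among the alternatives, the lowest number was the 11 without the block, and the highest, 1714, came from adjusting the counts for replicate number with ComBat-seq before edgeR's exact test. DESeq2 with the block called 116. Libraries resembled each other closely across genes. Spearman's rho of log2 CPM was 0.996 between the floating and adherent libraries of replicate 1 and 0.998 between those of replicate 2. It was 0.993 between the floating libraries and 0.995 between the adherent libraries, so libraries of the same replicate number lay closer together than libraries of the same fraction. These correlations are across genes, which are not independent replicates. The contrast of replicate 2 with replicate 1, with fraction as the block, gave 3075 genes at P below 0.01. The 95% confidence interval of the log2 fold change lay within -1 and 1 for 13719 genes, or 88.8% of those tested, and for 12676 without the block. Between the replicate pairs, the log2 fold changes of single genes had a Pearson's r of 0.116 across genes, and 57.3% of genes had the same sign in both pairs. Among the 9808 genes with log2 CPM above 3, r was 0.284 and 59.9% had the same sign. MALAT1 (ENSG00000251562.3), a nuclear noncoding RNA on chromosome 11 of GRCh37 from 65265111 to 65275544, had the largest fold change among the 10 genes with the smallest p-values and the same direction in both pairs. Its normalized CPM was 94.5 ± 35.6 (SD, n = 2) in floating cells and 46.7 ± 26.97 (SD, n = 2) in adherent cells. The log2 fold change was -1.08 (standard error 0.09, adjusted p = 3.3e-07 from edgeR with Benjamini-Hochberg adjustment). JUNB, TGM2, OLR1 and DKK1 were among the genes higher in adherent cells, with log2 fold changes of 0.41, 0.40, 0.70 and 0.56. From the DE genes, together with the long-term fractionation, the paper concludes that plasticity and turnover between the phenotypes are high in vitro.

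**Figure D1:**
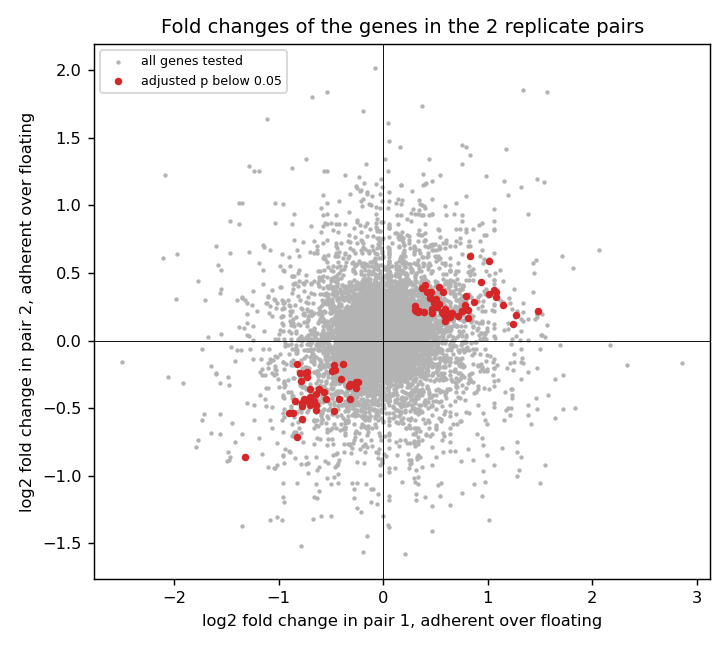
Log2 fold change of each tested gene, adherent over floating, in pair 1 (x axis) and pair 2 (y axis). Red points are the 89 genes with an adjusted p below 0.05 in the fit with the replicate block, which lie in the quadrants where both pairs have the same sign.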

Pathway analysis of DE genes revealed enrichment for genes involved in aerobic respiration and Krebs cycle in floating cells, confirmed by qPCR (Figure S3). In contrast, biological processes related to chemokine and cytokine signaling were enriched in adherent cells (Figure 5A). 

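PANTHER and REACTOME were not used here. In their place, lists of genes were written by hand before the counts were read and after Table S1 had been read. They were tested with limma's camera at a preset correlation of 0.01, with the replicate block. Camera also called 8 of the 16 lists in a split of the libraries that no fraction separates, so its p-values alone are weak evidence. The 13 respiratory chain subunits encoded by mtDNA, of which Table S1 holds 12, were all higher in floating cells, in both pairs. Their median log2 fold change was -0.56 (camera, adjusted p = 2.4e-13), at -0.70 in pair 1 and -0.44 in pair 2. Of these genes, 12 had an adjusted p below 0.05 over all genes tested and 13 when adjusted over the list alone, which is not independent evidence because the study chose most of the list on these samples. Under fry the adjusted p of this list was 0.57, and under camera with an estimated correlation it was 0.69. In this fit neither test called any of the 16 lists. With 1 residual degree of freedom they have little power: on simulated counts in which this list was moved by its own median, fry called it in 8 of 50 simulations and camera with an estimated correlation in 0 of 50. The block was needed for single genes, since none of the 13 had an adjusted p below 0.05 without it. The 77 respiratory chain subunits encoded in the nucleus, none of them in Table S1, had a median of 0.06, on the adherent side (camera, adjusted p = 0.0016), and 1 of them, NDUFV2, had P below 0.01. The 18 enzymes of the Krebs cycle had a median of 0.04 (camera, adjusted p = 0.17), and 15 of them lay on the adherent side. No Krebs cycle gene had P below 0.01. For pyruvate dehydrogenase and pyruvate entry the median was -0.03 over 13 genes, and for glycolytic enzymes -0.0026 over 17 genes. All counts on mitochondrially encoded genes together made up 2.89% and 4.82% of the counts in floating replicates 1 and 2, and 1.79% and 3.52% in adherent replicates 1 and 2. The Wilson 95% interval of the largest share, which covers counting error only, ran from 4.81% to 4.82%. The means were 3.85% ± 1.36 (SD, n = 2) and 2.66% ± 1.23 (SD, n = 2), and the exact permutation test gave a two-sided p of 0.67, where 0.33 is the smallest that 2 libraries against 2 allow. The share in floating cells was 1.62 times that in adherent cells in pair 1 and 1.37 times in pair 2. Replicate 2 exceeded replicate 1 by more, at 1.67 times in floating cells and 1.97 times in adherent cells.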

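Chemokine ligands were higher in adherent cells, with a median log2 fold change of 0.58 over the 13 of 23 listed genes that passed the filter. Of the 13, 12 lay on the adherent side, and 1 was higher in floating cells in both pairs, at -0.48. The median was 0.68 in pair 1 and 0.32 in pair 2, so without a library of replicate 1 the value of pair 2 is what remains. Interleukins and tumor necrosis factor family cytokines had a median of 0.30 over 22 of 32 listed genes, at 0.54 in pair 1 and 0.12 in pair 2, and rests mainly on replicate 1. All 22 had positive fold changes, and 14 were higher in adherent cells in both pairs. With limma's camera, the adjusted p-values were 3.6e-06 and 8.5e-08. Under fry they were 0.57 and 0.57, and on simulated counts with these medians fry called the lists in 4 and 3 of 50 simulations. Adjusted over the list alone, 8 chemokine ligands and 8 cytokines had an adjusted p below 0.05, against 3 and 3 over all genes tested. Table S1 holds 4 genes of each list, so for those genes the first count is not independent evidence. Without the genes of Table S1, the median was 0.33 over 9 chemokine ligands and 0.20 over 18 cytokines. These are not independent values either, because the genes left out were selected by their change and the copy of Table S1 lacks many of the paper's DE genes. TNF (ENSG00000232810.3) lies on chromosome 6 of GRCh37 from 31543342 to 31546113. Its normalized CPM was 3.10 ± 0.456 (SD, n = 2) in floating cells and 5.41 ± 0.338 (SD, n = 2) in adherent cells, from 111 to 226 reads per library. The log2 fold change was 0.80 (standard error 0.16, adjusted p = 0.019 from edgeR's quasi-likelihood test), at 1.01 in pair 1 and 0.59 in pair 2. IL8, now named CXCL8, had 4047 and 9299 reads in floating replicates 1 and 2, and 9365 and 11174 in adherent replicates 1 and 2. Its log2 fold change of 0.72 (adjusted p = 0.012 from edgeR) was made up of 1.27 in pair 1 and 0.19 in pair 2. CXCL1, CCL20, LTB and IL32 had log2 fold changes of 0.68, 0.68, 0.68 and 0.73, each with an adjusted p below 0.05. CXCL3, with 19 to 66 reads per library, and IL6, with 49 to 141, had log2 fold changes of 1.14 and 0.84 and adjusted p-values of 0.080 and 0.087 from edgeR. Without the replicate block, none of these 8 genes had an adjusted p below 0.05. Nor did any chemokine ligand or cytokine in fits with the block by DESeq2, with at least 10 counts in every library, or with mitochondrially encoded genes left out, although 1, 6 and 5 chemokine ligands and 3, 8 and 8 cytokines still had P below 0.01 in adherent cells. B2M, the housekeeping gene of the qPCR, had a log2 fold change of 0.04 (adjusted p = 0.87 from edgeR).

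**Figure D2:**
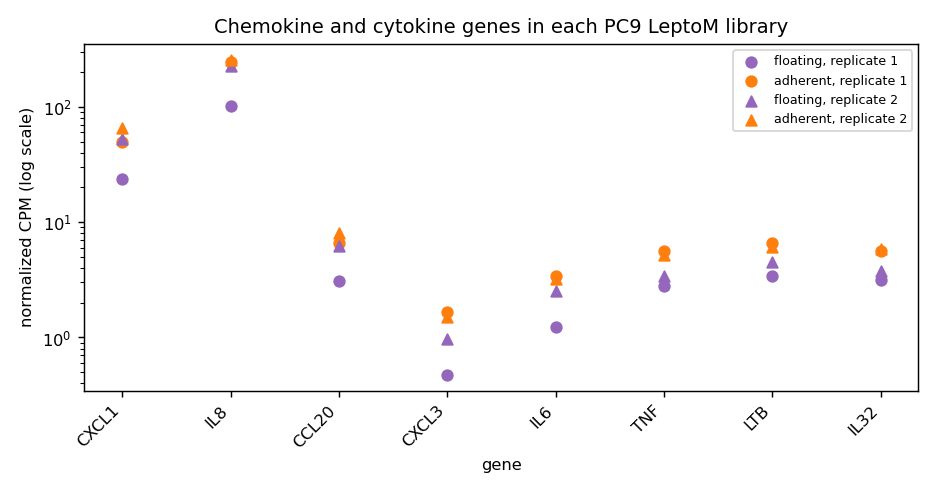
Normalized CPM on a log axis of 8 chemokine and cytokine genes in each of the 4 libraries, with circles for replicate 1 and triangles for replicate 2. Within each pair the adherent library lies above the floating library for all 8 genes.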

Consistent with this, we find that the floating population of PC9 LeptoM and MDA‐231 LeptoM cells contained less ATP (Figure 5B‐D). Moreover, the floating subpopulation of PC9 LeptoM cells displayed increased sensitivity to the electron transport chain poison ADDA5 (Figure 5E‐F).

**FIGURE 5:**
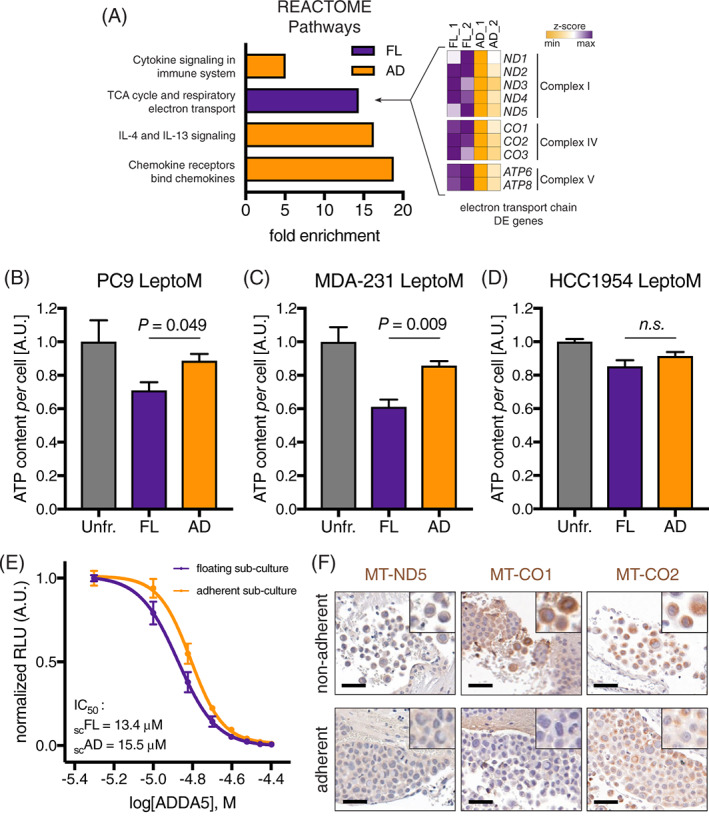
Transcriptomic analysis of floating leptomeningeal cancer cells reveals distinct metabolic adaptation. A, Plot shows significantly enriched REACTOME pathways in fractionated floating (FL) and adherent (AD) PC9 LeptoM cells (signature *P* < .01 and FDR < 0.01). Two independent samples per cell subset were sequenced. Differentially expressed genes related to the electron transport chain are plotted in the heatmap. B‐D, Plots show the per cell ATP content of fractionated and unfractionated LeptoM PC9 (B), MDA‐231 (C), and HCC1954 cells (D). Results are from at least three independent experiments, and data represent mean ± SEM. E, Plot shows the dose response of floating and adherent PC9 LeptoM subcultures to Complex IV poison ADDA5. Results are from three independent experiments, and data represent mean ± SEM. F, Representative images show expression of component of electron transport chain ND5, CO1 and CO2 in vivo, in adherent and nonadherent PC9 LeptoM cells (scale bar = 100 μm). Please also refer to Figure S3

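The heatmap genes are encoded on mtDNA, whose transcripts are polyadenylated and so are kept by polyA selection. In normalized CPM, the floating library exceeded the adherent library within each replicate pair for all 10 of them. Across pairs this did not hold: adherent replicate 2 exceeded floating replicate 1 for all 10. MT-ND5 (ENSG00000198786.2) is a single-exon gene from 12337 to 14148 on the plus strand of the mitochondrial genome of the GRCh37 reference used here. Its normalized CPM was 1131 and 2181 in floating replicates 1 and 2, and 640 and 1328 in adherent replicates 1 and 2. The mean was 1656 ± 743 (SD, n = 2) in floating cells and 984 ± 487 (SD, n = 2) in adherent cells. The log2 fold change was -0.77 (standard error 0.06, adjusted p = 3.3e-07 from edgeR's quasi-likelihood test), and without the replicate block the unadjusted p from edgeR was 0.12. For MT-CO1, from 5904 to 7445, the log2 fold change was -0.57 (standard error 0.07, adjusted p = 7.1e-05 from edgeR). The other members ranged from -0.63 for MT-ND3 to -0.47 for MT-ND1. Reads of these genes can be shared with copies of mtDNA in the nuclear genome, and the counting kept unique alignments, so their levels are uncertain to that extent.

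**Figure D3:**
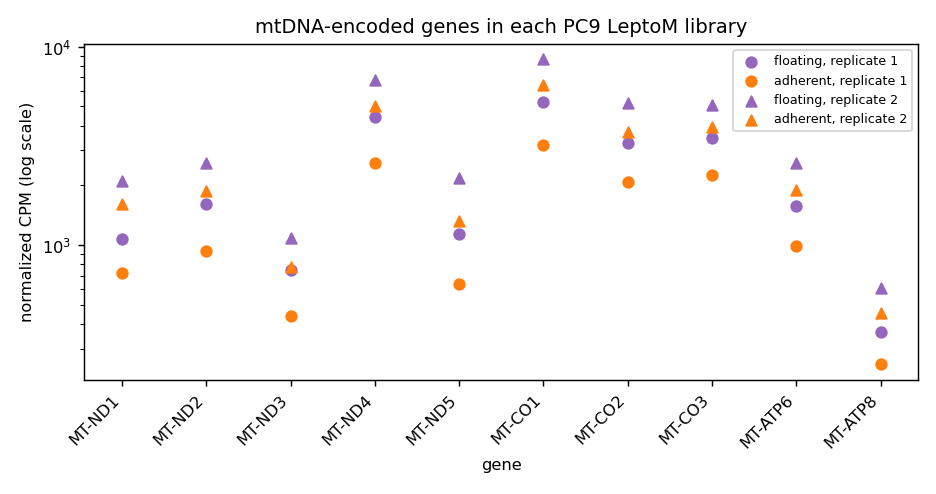
Normalized CPM on a log axis of the 10 mtDNA-encoded heatmap genes in each of the 4 libraries, with circles for replicate 1 and triangles for replicate 2. The floating library lies above the adherent library of the same replicate for every gene, and adherent replicate 2 lies above floating replicate 1.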

### 3.3 Floating LM cancer cells exhibit an aggressive phenotype

To assess the phenotypic difference between the floating and adherent LeptoM cells in vivo, we injected equal numbers of floating, adherent, and mixed cells into the cisterna magna of immunodeficient animals (Figure S4A). In both PC9 lung (Figure 6A, Figure S4B) and MDA‐231 breast cancer LeptoM models (Figure 6C, Figure S4C), floating cells expanded in the cranial cavity more rapidly. Notably, the aggressiveness of floating cell in vivo was further demonstrated by accompanied by brisk development of neurological symptoms and decreased survival compared with their adherent or admixed counterparts (Figure 5B,D).

**FIGURE 6:**
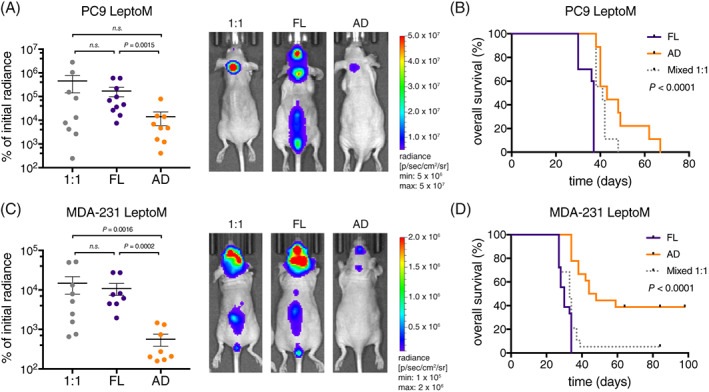
Floating leptomeningeal cancer cells exhibit more aggressive phenotype in vivo. A, Tumor growth and representative BLI images of mice injected with fractionated floating (FL), adherent (AD), and mixed (1:1) PC9 LeptoM cells 4 weeks after injection, n = 9 to 10 per group. Results are from two independent experiments. Data represent mean ± SEM, Mann‐Whitney *U* test. Please also refer to Figure S3A,B. B, Kaplan‐Meier survival curve of mice groups shown in (A). Log‐rank test. C, Tumor growth and representative BLI images of mice injected with fractionated floating (FL), adherent (AD), and mixed (1:1) MDA‐231 LeptoM cells 3 weeks after injection, n = 8‐9 per group. Results are from three independent experiments. Data represent mean ± SEM, Mann‐Whitney *U* test. Please also refer to Figure S3A,C. D, Kaplan‐Meier survival curve of mice groups shown in (D). Log‐rank test

Reasoning that a strong in vivo phenotype in mouse models may reflect human disease, we abstracted clinical information from the charts of 35 patients newly diagnosed with LM from breast cancer (n = 10), lung cancer (n = 23), or both (n = 2) (Table **S** **2**). Restricting our analysis to patients with complete LM staging at LM diagnosis, (MRI brain and spine +/− gadolinium and CSF with cytology), we generated three groups of patients: those with LM diagnosed by CSF cytology alone (CSF +, MRI −), those with LM diagnosed by MRI alone (CSF −, MRI +), and those with LM diagnosed by both indicators (CSF +, MRI +). Remarkably, patients diagnosed with CSF‐only disease demonstrated substantially diminished survival after LM diagnosis (Figure 7A). The onset of LM after primary diagnosis did not affect the site of LM (Figure 7B). However, lung cancer was more likely to present with CSF‐only disease (Figure 7C).

**FIGURE 7:**
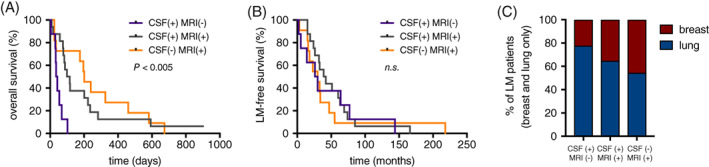
Floating leptomeningeal cancer cells represent lethal phenotype in lung and breast cancer patients. A, Kaplan‐Meier survival of lung and breast cancer patients initially diagnosed with CSF cytology alone (CSF +, MRI −, n = 8), MRI alone (CSF −, MRI +, n = 11), or both CSF and MRI (CSF +, MRI +, n = 16). B, Leptomeningeal metastasis‐free survival of patients shown in Figure 7A. C, Primary tumor type of patients shown in Figure 7A

## 4 DISCUSSION

Metastatic colonization of distant body sites is an extremely inefficient biological process with fatal consequences.^11^ The hostile environment of secondary sites provides substantial selective pressure, requiring significant transcriptomic and epigenetic adaptations in cancer cells, mirrored by plastic changes in their phenotype.^12^ This phenomenon is particularly obvious in the case of LM, when typically adherent, tissue‐bound cancer cells spread and become nonadherent within the nutritionally sparse cerebrospinal fluid.^13^ Clinical observations and autopsy studies report that leptomeningeal cancer cells exist in two contrast phenotypes—freely floating in the CSF and adhering to leptomeninges and growing in plaques.^14^

The success in in vitro expansion of patient‐derived LM models is limited; attempts to reproduce these findings have gone unreported.^15^ The lack of in vivo and in vitro LM models severely limits the development of novel therapeutic approaches. To overcome this bottleneck, we employ iteratively selected, clinically relevant in vitro xenograft models that reproduce the features of LM in vivo.^7^ We show that leptomeningeal metastatic cells retain the dynamic in vivo characteristics of LM, particularly the presence of both adherent and floating phenotypes. Similar observations were previously reported for mammary stem and neoplastic cells, lung and ovarian cancer.^10^, ^16^, ^17^ The long‐term in vitro fractionation confirms that heterogenous population of leptomeningeal cancer cells is maintained through plasticity between floating and adherent phenotypes, although the floating phenotype gives rise preferentially to floating cells (Figure 4B). Floating cells in vitro are characterized by elevated TCA cycle and electron transport chain signatures, contain less ATP, and decelerate their growth in both adherent and nonadherent settings. However, when implanted in vivo, and restored into their natural habitat, floating cells promptly colonize subarachnoid space of experimental animals, leading to brisk development of neurologic symptoms and death. This feature is preserved in breast and lung LM models, despite the extensive manipulation during iterative in vivo‐in vitro expansions. Provocatively, this observation in mouse models is validated through a small retrospective clinical series, suggesting that the floating LM phenotype represents the lethal form of the LM cancer cell. This clinical observation merits further validation in a large, multi‐institution cohort.

The mechanism by which these floating cells wreak havoc on the central nervous system while remaining stubbornly resistant to in vitro culture is open for speculation and further study. Of note, the CSF filled with floating cells in many instances reproduces the environment in late‐stage tumors, characterized by hypoxia and limited nutritional resources.^18^, ^19^ Preserved transcriptomic adaptations in metabolic pathways of floating cancer cells may help them to overcome these in vivo constraints but present a disadvantage in regular cell culture. It is unlikely that suspension or spheroid cultures, alone or with the addition of recombinant growth factors, can faithfully recreate the in vivo situation in a culture dish. Development of patient‐derived models may be dependent on in vivo passaging or maintenance in advanced, multicomponent cell culture systems.^20^, ^21^ Our in vitro and in vivo findings show that the anchorage‐independent nature and distinct metabolic requirements of floating cells allow for brisk outgrowth within a nutritionally and spatially constrained CSF. Further studies employing single‐cell and in situ RNA sequencing and metabolomics are necessary to validate these findings in other immunocompetent or humanized experimental models^22^ and human disease.

## CONFLICT OF INTEREST

Adrienne Boire has consulted for Arix Bioscience (2018), is on the Scientific Advisory Board for Evren Scientific (unpaid), and holds patent applications: 62/258044 and 62/052966. Other authors declare no conflict of interest.

## AUTHOR CONTRIBUTIONS

All authors had full access to the data in the study and take responsibility for the integrity of the data and the accuracy of the data analysis. Conceptualization, J.R. and A.B.; Methodology, J.R. and A.P.; Investigation, J.R., Y.C., F.S., U.S., A.P., and T.B; Formal Analysis, J.R.; Writing ‐ Original Draft, J.R. and A.B.; Writing ‐ Review & Editing, J.R. and A.B.; Validation, X.T. and C.D.; Data Curation, Formal Analysis and Visualization, J.R.; Supervision, A.B.; Funding Acquisition, A.B.

## Supporting information

**Figure S1** Cell fractionation method. (A) Overview of cell fractionation method. Cells were exposed to trypsin/EDTA solution for an optimized amount of time and floating fraction was carefully collected. Adherent fraction was collected by further trypsinization. Fractions enriched for floating and adherent cells were then used for downstream applications. Please, refer to the Materials & Method sections for further details. (B) Representative image of floating PC9 LeptoM fraction, 24 hours after the seeding (scale bar = 100 μm). (C‐E) Plots show the post‐fractionation viability of all fractions in Parental and LeptoM PC9 (C), MDA‐231 (D), and HCC1954 cells (E). Results are from at least three independent experiments and data represent mean ± SEM. Click here for additional data file.

**Figure S2** Stability of floating and adherent fraction over the long‐term fractionation.(A‐B) The plots show stability of long‐term fractionated floating and adherent sub‐cultures of PC9 LeptoM cells. Data represent mean ± SEM, two‐way ANOVA. Data are related to Figure 4. Click here for additional data file.

**Figure S3** qPCR validation of RNA‐seq.(A‐D) Plots show relative gene expression for *MT‐ATP6*, *MT‐ND5*, *MT‐CO1* and *MT‐CO3* in trypsinized unfractionated Parental (Par) and Leptomeningeal (LeptoM) cells, and in fractionated floating (FL) and adherent (AD) Leptomeningeal PC9 cells. Results are from at five independent experiments and data represent mean ± SEM, paired *t* test. Click here for additional data file.

**Figure S4** Overview of the in vivo experiments.(A) Scheme shows in vivo experiment overview. in vitro cultured LeptoM cells were fractionated and 2000 cells was injected into the *cisterna magna* of athymic mice. The mixture of floating and adherent fractions in 1:1 ratio was injected as a control.(B‐C) Plots show in vivo growth curves of intracisternally injected, fractionated PC9 LeptoM (B) and MDA‐231 LeptoM cells (C). Data are related to Figure 6. Click here for additional data file.

Table S1
Table S2 Click here for additional data file.

## Data Availability

The accession number for RNA‐sequencing data deposited in NCBI Gene Expression Omnibus is GEO:GSE137020. Raw data are available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

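RNA from floating and adherent fractions of PC9 LeptoM cells was measured in 4 libraries, 2 per fraction. The authors aligned paired reads to hg19 with STAR and counted uniquely mapped reads per gene with HTseq, and the deposited values are raw counts, not normalized. The release of the gene annotation is not named in the paper's text. The file lists 57445 genes and 5 rows that name no gene, which were left out of library sizes and tests. Of all rows together, multiply mapped alignments made up 16.1% to 18.0% per library, reads outside annotated genes 5.13% to 6.87%, ambiguous reads 1.61% to 1.70%, and unaligned reads 0.776% to 1.15%. No column was left unmapped to a sample. Counts on genes ranged from 38863255 to 42841143 per library, and 25611 genes had at least 1 count.

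Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. Genes were kept by edgeR's filterByExpr by fraction, libraries were scaled by TMM, and the quasi-likelihood test was fitted with fraction and replicate number. Log2 CPM used a prior count of 2. The replicate block was chosen because the methods state that a batch effect was removed. The fold changes of Table S1 lay closer to fits without it. With 2 pairs, 1 residual degree of freedom is left with the block and 2 without it, so the spread of each gene is borrowed largely from the other genes. Whether the numbers pair the libraries was checked on the counts. The difference between floating replicates 1 and 2 correlated with that between adherent replicates 1 and 2 at 0.484 across genes, and the first principal component, with 56.6% of the variance, separated replicate 1 from replicate 2. The methods and labels do not state what the numbers share.

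Most genes named in the text follow a rule set before the data were examined: the mitochondrially encoded genes of Figure 5A and B2M, the chemokine and cytokine genes of Table S1, the 5 genes with the smallest P in each direction that moved the same way in both pairs, and members of the gene lists with P below 0.01. Of 97 such genes, 41 had an adjusted p below 0.05. FOS, FOSB, DUSP1, CA9 and NDRG1 fall under the last part. Outside the rule are NDUFA1, chosen after its value was seen, and CCNB2, PLK1, AURKA and CENPA, which belong to 8 mitotic genes set before their values were examined. The 16 gene lists were tested with camera, with fry and camera with an estimated correlation beside it, and Benjamini-Hochberg adjustment over the lists. They were written after Table S1 had been read, so lists that hold its genes are not independent of these libraries. Coordinates, gene lengths and GC content are from the GENCODE 44 annotation of GRCh37, in which 55022 of the listed genes were found. Length and GC content were known for 97.7% of the genes tested.

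The tests were tried on simulated counts for the 15451 genes, with the real means, library sizes and replicate differences and 200 genes changed by a log2 fold change of 1. With the replicate block, 181 of the 200 changed genes had P below 0.01, beside 164 unchanged genes. At an adjusted p below 0.05, 172 changed and 20 unchanged genes were called, a share of unchanged genes above the nominal 5%. Without the block, 154 changed genes and 1 unchanged gene had P below 0.01. The list tests were tried after the results were seen, on 50 simulations of the 15451 genes in which only mtDNA subunits, chemokine ligands and cytokines were moved, each by its own median, with genes drawn independently. Camera with the preset correlation called each of the 3 moved lists in all 50, and it called unchanged lists 34 times of 650. Genes of the unchanged lists were drawn independently in every simulation, so this does not measure its false calls on correlated lists. On the real counts it called 8 of the 16 lists in the split of floating 1 and adherent 2 against the other libraries. Fry called the mtDNA subunits in 8, chemokine ligands in 4 and cytokines in 3 of the 50. Camera with an estimated correlation called none of them, since 1 residual degree of freedom leaves that correlation undetermined. With a further factor shared by the genes of each moved list in each library, fry called 3, 1 and 1 of the 50. The missing calls of fry and of the estimated correlation therefore exclude nothing.

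Alternatives were fits without the block, DESeq2, the likelihood ratio test, ComBat-seq, other filters and scalings, mitochondrially encoded genes left out, and each library left out in turn. Others were added after the values were seen: a correction for GC content and length, and fits without the block that were tried to see which gives the values of Table S1. The qPCR, ATP, inhibitor, mouse and patient experiments were not analysed here. The patient data were left out because they belong to single persons.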

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

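Gene lists outside the pathways the paper names were singled out where camera with the preset correlation gave an adjusted p below 0.05 in the comparison of fractions. The tests for GC content and length of NF-kB target, hypoxia-induced, YAP/TAZ target, immediate early and ribosomal protein genes were chosen after the results were seen. So were the tests of a smaller share of cycling cells and of camera itself. Camera called 11 of the 16 lists in this comparison, and it also called 8 of the 16 in the split that sets floating 1 and adherent 2 against floating 2 and adherent 1, which no fraction separates. Calls of this test alone are therefore weak evidence here. Fry, which has little power with 1 residual degree of freedom, called none of the lists in the fit with all genes. With mitochondrially encoded genes left out, it called the cytosolic ribosomal proteins (adjusted p = 0.018, limma's fry).

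NF-kB target genes were higher in adherent cells, with a median log2 fold change of 0.28, at 0.35 in pair 1 and 0.16 in pair 2. Table S1 holds 10 of the 31 tested genes, and 8 are also chemokine ligands or cytokines. Over the 23 others the median was 0.19. After correction for GC content and length the median was 0.24, which argues against such a bias as the whole cause. A difference in signalling between the fractions stays open, untested, and so does an effect of handling.

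G2/M genes were higher in floating cells and G1/S genes were lower, with medians of -0.12 and 0.14. The G2/M medians were -0.08 in pair 1 and -0.18 in pair 2, and the G1/S medians 0.24 and 0.02, so the G1/S shift rests mainly on replicate 1. A smaller share of cycling cells in the floating fraction would be expected to lower both lists. The G2/M median of -0.080 in the weaker pair is on the other side. These values do not test a cycle slowed alike in all phases. Correction for GC content and length left a G2/M median of -0.10 and a G1/S median of 0.13. A candidate explanation, as a hypothesis, is that mitotic cells, which round up, come off in the short trypsin step. It was set before the 8 genes were examined that mitotic genes (CCNB1, CCNB2, CDC20, PLK1, AURKA, CENPA, BUB1 and KIF20A) would then rise in floating cells at least as much as the median G2/M gene. These 8 genes are themselves members of the G2/M list. Their median was -0.19, and all 8 were higher in floating cells in both pairs. Not all G2/M genes followed: 6 of the 53 lay on the adherent side, among them UBE2C, a mitotic gene outside the 8, at 0.24 with P below 0.01 from edgeR and higher in adherent cells in both pairs. A longer G2/M phase in floating cells would give the same values and was not tested. The paper reports a decreased proliferation rate for the floating fraction.

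Immediate early genes had a median of 0.12, at 0.19 in pair 1 and -0.02 in pair 2. Without the 6 genes of Table S1, which were selected by their change, it was 0.045 over 30 genes. Correction for GC content and length left 0.11 but no call. FOS had 708 and 1534 reads in floating replicates 1 and 2, and 4951 and 1439 in adherent replicates 1 and 2, so its log2 fold change of 1.34 comes from adherent replicate 1, and pair 2 gave -0.16. FOSB and DUSP1 had the same shape, with 1.69 and 2.17 in pair 1 and -0.03 and -0.03 in pair 2. Longer trypsin exposure of the adherent fraction would be expected to act in both pairs, and 13 of the 36 genes were higher in adherent cells in both, against 8 that were higher in floating cells in both. Among the 13 were JUNB (0.40 and 0.41 in pairs 1 and 2), FOSL1 (0.34 and 0.22), ZFP36 (0.37 and 0.17) and NR4A1 (0.52 and 0.23), which go with it. The immediate early gene median of -0.016 in pair 2 goes against it, so it stays open. FOS, FOSB and DUSP1 did not rise in pair 2, where an effect of trypsin exposure in both pairs would have raised them. Their rise rests on 1 library, adherent replicate 1, so its cause stays open, handling of that library included.

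YAP/TAZ target genes had a median of 0.14, at 0.27 in pair 1 and -0.0019 in pair 2, and hypoxia-induced genes a median of -0.083, at -0.15 and -0.0100. Both median shifts rest mainly on replicate 1. After correction for GC content and length the medians were 0.17 and -0.088, which argues against that bias as their whole cause. CA9 had 1202 reads in floating replicate 1 and 334, 673 and 350 in floating replicate 2 and adherent replicates 1 and 2, and NDRG1 had 8836 against 4449, 4600 and 4589. Some members moved in both pairs: 9 of 21 YAP/TAZ target genes were higher in adherent cells in both, and 0 in floating cells. Of 33 hypoxia-induced genes, 19 were higher in floating cells in both and 3 in adherent cells. AMOTL2 (0.81 and 0.17 in pairs 1 and 2), NUAK2 (0.75 and 0.22) and KDM3A (-0.41 and -0.28) were among them. Each of these had an adjusted p below 0.05 from edgeR. The density of the single plates was not tested as a cause of the shifts.

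Genes for cytosolic ribosomal proteins had a median of 0.069, and 42 of 77 were higher in adherent cells in both pairs. Fold changes correlated with transcript length at -0.265 (Spearman's rho, across nuclear genes), and correction for GC content and length left a median of 0.021, so length or GC content bias between libraries is a candidate explanation.

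The share of uniquely mapped reads outside annotated genes was higher in floating cells in both pairs, by 0.568 percentage points in pair 1 and 0.577 in pair 2, at 6.90% against 6.33% and 8.31% against 7.73%. It was also higher in replicate 2 than in replicate 1. Genomic DNA, unspliced RNA and unannotated transcripts were not separated, and no biological explanation was tested.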

How the results depend on the processing

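Which genes are called depends on the replicate block, and all counts below are at P below 0.01 unless stated. With the block, 567 genes were called, 267 higher in floating and 300 in adherent cells, and 89 had an adjusted p below 0.05. Without it, 11 were called (2 and 9), and 0 had an adjusted p below 0.05, beside 200 at an unadjusted p below 0.05. DESeq2 with the replicate block called 116 (49 and 67), and 21 after adjustment, 19 higher in floating and 2 in adherent cells. ComBat-seq with edgeR's exact test called 1714 (849 and 865), and 1218 after adjustment. That test does not charge the removed replicate difference to the degrees of freedom. Correction for GC content and length, chosen after seeing the data, called 886 (494 in adherent cells), and 451 after adjustment. The likelihood ratio test with the block gave 191 adjusted calls, no filter 275, and at least 10 counts in every library 25. With mitochondrially encoded genes left out, 456 were called, of which 175 were higher in floating cells, and 5 after adjustment. The weight edgeR gave to the spread of other genes, its prior degrees of freedom, was 11.7 in that fit and 19.6 in the main fit. It was 12.4 with at least 10 counts, 16.3 with library size only and 23.4 with upper quartile, where 25, 68 and 117 genes were called after adjustment. The number of adjusted calls thus went with this estimate. Why the estimate changed was not tested. Library size only gave 549 and upper quartile 580, which kept 68 and 89 of the 89 adjusted calls.

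Fits without the block that were chosen after seeing the data called 161 (71 and 90) with trended dispersion and no filter, 165 (77 and 88) with the exact test, common dispersion and no filter, 136 (70 and 66) with common dispersion and the filter, and 235 (102 and 133) with a fixed dispersion of 0.01 and no filter. Chance alone would give about 256 genes without the filter and 155 with it. After adjustment they called 3, 4, 5 and 16.

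The direction of the 5 lists behind the paper's pathways held in every setting in which they had a value, each within-pair value included. The mtDNA subunits had none where mitochondrially encoded genes were left out or in the GC correction, which used nuclear genes. Under fry and under camera with an estimated correlation, the calls were lost for the subunits encoded by mtDNA (median -0.56), nuclear subunits (0.065), chemokine ligands (0.58) and cytokines (0.30). Without the replicate block and with fry the medians were -0.53, 0.067, 0.57 and 0.26, again with no call. Fry and the estimated correlation have little power with so few libraries. Correction for GC content and length left the nuclear subunits at 0.034, no longer called. Leaving out 1 library leaves the fold change of the other pair. The median then ranged from -0.69 to -0.44 for mtDNA subunits, from 0.03 to 0.09 for nuclear subunits, from 0.02 to 0.06 for Krebs cycle enzymes, from 0.32 to 0.69 for chemokine ligands and from 0.12 to 0.54 for cytokines.

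The results that changed direction lie near 0. Pyruvate dehydrogenase and pyruvate entry, at -0.03, moved to 0.015 with ComBat-seq, and the medians within pairs were 0.018 and 0.022, so this list has no settled direction. Glycolytic enzymes, at -0.05 in pair 1 and 0.04 in pair 2, moved to 0.0034 with DESeq2, 0.0089 with library size only, 0.0034 with upper quartile and 0.0054 with mitochondrially encoded genes left out. Correction for GC content and length moved them further and to the floating side, to -0.062 (camera, adjusted p = 0.062). The glycolytic medians were then -0.096 in pair 1 and -0.018 in pair 2, and 15 of 17 genes were higher in floating cells. The cause was not tested.

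The floating excess in the mitochondrial share of counts was 1.20 percentage points, and 0.993 for protein-coding genes alone. Leaving out each library in turn gave 0.232 to 2.16, because the fractions then differ in replicate number. For the similarity of the fractions, the count of genes within the bounds stayed within 1.5 times under every setting run, between 11690 and 13843. Of the 97 named genes, 41 lost their adjusted call without the block, 21 with DESeq2 and 23 with mitochondrially encoded genes left out, and none reversed.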

Differences from the paper's values

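The paper reports 184 DE genes at P < 0.01, and 567 were called here. None of the alternatives set before the data were examined came within 1.5 times of the paper's number. The nearest was DESeq2 with the replicate block, at 116, below the 155 that chance alone would give. After the values were seen, 20 fits without the replicate block were tried, and none gave 184. Those within 1.5 times were the likelihood ratio test with trended dispersion and no filter (161), the exact test with common dispersion and no filter (165), the likelihood ratio test with common dispersion and the filter (136), and the exact test with a dispersion of 0.01 and no filter (235). Each lies below the number that chance alone would give, about 256 without the filter and 155 with it. The fold changes of the 86 genes of Table S1 lay within 0.0027 of the first of these fits on the log2 scale, against up to 0.24 from the fit with the block for the 77 genes that pass the filter. For the same 77 genes the largest difference was 0.0068 in edgeR's quasi-likelihood test without the block. For the genes it holds, Table S1 therefore argues against replicate number as a block in the fit that gave its fold changes. The dispersion and filter stay unknown, so the fits tried are settings under which values fall near the paper's, not the paper's method.

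The paper names the Krebs cycle and aerobic respiration as enriched in floating cells. That is enrichment among its DE genes, a different measure from medians over all members of the lists used here. The copy of Table S1 holds 12 mtDNA-encoded subunits, 0 nuclear-encoded subunits and 0 Krebs cycle enzymes. The median log2 fold changes found here were 0.04 for Krebs cycle enzymes and 0.06 for nuclear-encoded respiratory chain subunits, on the adherent side. The subunits encoded by mtDNA had -0.56. After correction for GC content and length the Krebs cycle median was 0.016, with 12 of 18 genes on the adherent side. For the nuclear-encoded subunits it was 0.034, with 54 of 77 on that side. A length or GC content bias therefore stays open for part of both values.

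Figure 5A shows both floating libraries above both adherent libraries for most of the mitochondrially encoded genes of its heatmap. In normalized CPM this held for 0 of 10 genes, and adherent replicate 2 exceeded floating replicate 1 for 10. It held for 10 of 10 after the difference between replicates was removed, but that step gives this order to any gene higher in floating cells within both pairs, so it adds nothing to the order within pairs.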

Other observations

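The tests of a general rise of mitochondrial gene expression, of the replicate difference, of nuclear copies and of other splits were chosen after the results were seen.

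Transcripts encoded by mtDNA were higher in floating cells. If mitochondrial gene expression rose in general, nuclear-encoded subunits of the respiratory chain would rise too, but 0 of 77 reached 0.5 of the median rise of the mtDNA-encoded subunits. The lowest was NDUFA1, at -0.16. The 40 genes for the mitochondrial ribosome and mtDNA expression factors had a median of 0.03, at 0.05 in pair 1 and -0.0096 in pair 2. A difference shared by both libraries of a replicate cancels within pairs, so by construction it cannot give an excess within both. The log2 ratio of the mitochondrial share was 0.45 in the weaker pair. Replicate 2 over replicate 1 had medians of 0.79 for mtDNA subunits and 0.40 for nuclear-retained noncoding RNAs, the direction of floating cells. Chemokine ligands and cytokines, at 0.34 and 0.22, moved in the direction of adherent cells. A factor that differs between single libraries is therefore not excluded. Reads moved from nuclear copies of mtDNA would lower those copies in floating cells, but these rose as well, with a log2 change, adherent over floating, of -0.36 in pair 2. Those copies may hold mtDNA reads, as their levels moved with mtDNA. The paper reports that qPCR bore out the enrichment, with MT-ATP6, MT-ND5, MT-CO1 and MT-CO3 measured in independent experiments. Those values were not analysed here. From these libraries alone, what stays open is chance or another difference between single libraries, since 2 pairs with the same sign arise often by chance, and loss of cytoplasmic RNA from floating cells. For the latter, long noncoding RNAs, which are enriched in nuclei, were compared with protein-coding genes of the same expression. Their median lay at percentile 18.2 of 10000 random lists in pair 1 and at 2.16 in pair 2, toward floating cells in both. It was set before the test that both pairs would have to lie beyond random lists, and pair 1 did not, so the explanation stays open. In the fit to both pairs the median of the long noncoding RNAs was -0.018 against 0.016 for the matched genes, at percentile 0 of the 10000 lists, which goes with it. The 15 nuclear-retained noncoding RNAs, which include MALAT1 and NEAT1 at -1.08 and -0.51, had a median of -0.06 (camera, adjusted p = 0.072), at -0.0068 in pair 1 and -0.16 in pair 2. Without the 3 genes of Table S1, which were selected by their change, the median was -0.0078 over 12 genes. DESeq2 with the replicate block gave -0.0031, and correction for GC content and length gave -0.071 over 13 genes. Of the 15, the 5 with P below 0.01 from edgeR were higher in floating cells. But 6 of the 15 lay on the adherent side, at up to 0.32, so this list does not settle whether cytoplasmic RNA was lost. The paper's reading, a metabolic difference between the fractions, was not tested against these.

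Chemokine ligands and cytokines were higher in adherent cells. It was set before the correction was made that a GC content or length bias would shrink both medians to less than 0.5 of their size. The chemokine ligand median was 0.55 and the cytokine median 0.31 after it, which argues against such a bias as the whole cause. A difference of signalling between the fractions stays open, untested.

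Replicates differed more than fractions. Of the 3 splits of the 4 libraries into pairs, 2 gave at least 567 genes at P below 0.01 with a block, the split by fraction and the split by replicate number with 3075, while the crossed split gave 23. The design cannot give a share under 0.05, so a chance assignment of libraries stays open.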
